A study of Mus musculus with 6 samples. Its data were reported in "Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis" (2020).

How the data were processed

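RNA was measured in 6 mouse foreguts, 3 from embryos homozygous mutant for Gli2 and Gli3 and 3 from double heterozygous controls, each dissected from 1 embryo on a mixed strain background. Per the labels, polyadenylated RNA was amplified with the SMART-Seq v4 low input kit and made into libraries with Nextera XT, neither of which marks the strand. The study's methods state that reads were aligned to the mouse genome mm10 within the CSBB pipeline. The aligner, quantifier and gene annotation inside it are not given in the sources used here. The authors deposited 1 table of TPM values, length-corrected shares of each library, with 22564 features and a total of 1000000 TPM in each library up to rounding. TPM divides by transcript length and by the library total, so a rise in a few abundant features lowers all others, and very short RNAs get large values from few reads. Read depth cannot be recovered from TPM and is unknown, so no counting interval is given and precision rests on the spread between embryos.

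Samples were grouped by the genotype in the labels, and table columns were matched to samples by their genotype and number. The study's methods name RUVSeq as its test and a supplement names another count model for the same genes, and both need counts, so a test for log values was used instead. TPM was transformed to log2(TPM + 1), and 14606 genes with a mean of at least 1 TPM over the 6 libraries were compared with limma version 3.58.1 in R version 4.3.3 (moderated test with a mean-variance trend, two-sided, Benjamini-Hochberg). A gene was called at an adjusted p of at most 0.1 and a log2 fold change of at least 1 in size, the limits in the study's methods (another part of its text gives a stricter one for the same genes), and fold changes on this scale understate those of low genes. A single-gene exact test of 3 against 3 cannot go below p = 0.1. The median log2 fold change of all genes tested was 0.11, which another scaling takes to near 0, so lists were tested against all other genes.

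Gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. There were 49 lists, of which 44 had at least 3 tested genes and were compared with limma's camera (preset correlation 0.01, adjusted over the lists, call at an adjusted p of at most 0.05). Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it. They called 8 lists each, against 24 with the preset correlation. The lists were written from textbook markers and from the markers in the study's text after its list of changed genes had been read, so they are not blind to it, and 2 of them hold factors the study chose on these samples. The 5 lists with fewer than 3 tested genes were duodenal splanchnic mesoderm, intermediate mesoderm and surface ectoderm (2 tested genes each) and myeloid cells and Hox groups 9 to 13 (0 tested genes each).

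The genes named were Gli2, Gli3, the HH response list, 9 factors the study discusses, up to 12 called genes with the largest fall and 12 with the largest rise whose groups do not overlap, up to 4 called members of each list with up to 2 uncalled ones for contrast, and genes used for checks. Genes called only with the replicate block or only when adjusted over a list alone were added under the same rule after their values were seen. A few genes that the rule covers are not reported here.

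Labels give both groups the replicate numbers 1, 2 and 3. Deviations from the group mean correlated between same-numbered libraries at 0.67, 0.37 and 0.15, all above 0.1, so the numbers were taken to pair the samples. Of the libraries of the other genotype, both libraries numbered 3 correlated best with number 2, and the other 4 with their own number. The labels do not say what a number stands for. The study's methods call the controls littermates, its reporting summary speaks of separate litters, and the sample names share their leading digits only for number 1, so whether a number marks a litter is not settled. Numbers 1 and 3 also share their somite count. The pairing rests on the correlations alone. Deviations from a group mean cancel out within the group, and both libraries numbered 1 lay apart from the rest. Libraries numbered 2 and 3 can therefore correlate across genotypes without being pairs, so the correlations do not settle the pairing for them. Values with the number as a block are given where they change a call or a count.

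Alternatives were other pseudocounts (0.1 and 5), no filter or a mean of at least 5 TPM, an adjusted p of at most 0.05, median-of-ratios and quantile scaling, somite number, the replicate block, 1 factor of unwanted variation estimated from residuals, array weights, robust shrinkage and leaving out each library. After the data were seen, rescaling without accession-named features, leaving out both libraries numbered 1, and removing a trend with exon length from each library, with and without the block, were added. Coordinates and exon lengths came from GENCODE M21, on the same assembly, matched by symbol for 85.1% of features and 89.1% of tested genes.

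The test was tried on simulated data for the mutant against control comparison, with 200 of 14606 genes changed in each of 20 runs. It recovered 17.9%, 70.2% and 86.7% of genes changed by 1, 2 and 3 on the log2 scale, with a mean of 10.2 false calls per run. A list moved by 1 was called in 20 of 20 runs, and 0.2 of 30 unmoved lists were called on average. The simulated noise was drawn independently for each gene. These rates therefore do not cover lists whose genes vary together, and false list calls in the real data may be more frequent.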

Results

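Foreguts were microdissected from 6 single mouse embryos and each was sequenced as its own RNA library. There were 3 double homozygous mutants for Gli2 and Gli3, the transcription factors that carry the Hedgehog (HH) signal into the nucleus, and 3 double heterozygous controls. The controls numbered 1, 2 and 3 had 19, 24 and 21 somites, and the mutants had 19, 22 and 21. Expression was given as TPM (each transcript's length-corrected share of its library, scaled to the same total) for 22564 features, of which 18646 to 19282 were above 0 in a library. TPM keeps no read depth, so the depth behind each value is unknown. Features named by a database accession rather than a gene symbol took 34.6%, 43.9% and 36.6% of the TPM in controls 1, 2 and 3, and 23.5%, 34.6% and 36.1% in mutants 1, 2 and 3. Both libraries numbered 2 came from females, with Xist at 523 TPM in the control and 568 TPM in the mutant, while the other 4 had at most 0.75 TPM of Xist and expressed the Y-linked gene Eif2s3y. The first principal component held 45.3% of the variance and parted the libraries numbered 1, from the 19-somite embryos of both genotypes, from the other 4.

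**Figure D1:**
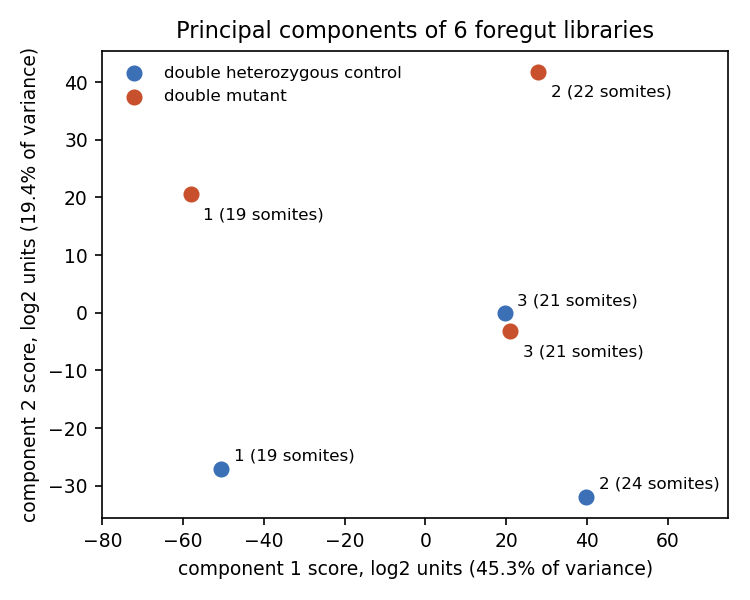
Scores of the 6 libraries on the first 2 principal components of log2(TPM + 1), with controls in blue, mutants in orange and each point marked by its replicate number and somite count. Component 1 (45.3% of the variance) sets both libraries numbered 1 apart from the rest, and the controls and mutants are not separated along it.

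The mutated genes were examined first. Gli2 (chromosome 1, 118834132 to 119053619, mm10) stood at 21.1 ± 4.4 TPM in controls and 27.5 ± 9.5 TPM in mutants (mean ± SD, n = 3). Gli3 (chromosome 13, 15463235 to 15730026) stood at 106 ± 25 TPM in controls and 74.9 ± 21.8 TPM in mutants. Neither passed the limma test (Benjamini-Hochberg adjusted p = 0.999 for both). A value summed over a whole gene can include exons outside the mutated part, so these levels do not check the genotypes.

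The direct read-out of the pathway was lower in every mutant. The HH response list holds 7 genes, Gli1, Ptch1, Hhip and the forkhead genes Foxf1, Foxf2 and Foxl1 among them, and its median log2 fold change was -1.82, with the mean of the list below all 3 controls in 3 of 3 mutants. Gli1, a transcription factor induced by HH signaling (chromosome 10, 127329882 to 127341974), fell from 29.3 ± 8.1 to 2.74 ± 1.57 TPM, a 10.7-fold lower mean with a log2 fold change of -3.07 ± 0.36 (SE, limma adjusted p = 0.072). Its exons share 62 bases with Arhgap9 and 265 with the antisense RNA Gm47200 on the opposite strand, and the libraries do not mark strand. It was the only member called over all genes tested, or 1 of 3 with the replicate block, whereas 6 of the 7 passed when adjusted over the list alone. Hhip, which binds and sequesters HH ligands, stood at 10.96 ± 3.13 TPM in controls and 1.60 ± 0.32 TPM in mutants. The forkhead factors Foxf1 (88.0 ± 26.3 and 16.5 ± 10.7 TPM) and Foxf2 (12.1 ± 1.9 and 2.71 ± 0.69 TPM) showed the same order, and the receptor Ptch1 stood at 691 ± 169 and 289 ± 80 TPM. The list fell against all other genes (limma camera, adjusted p = 2.04e-28) and kept its call with an estimated correlation (adjusted p = 0.0099). With the replicate block the preset call held (adjusted p = 3.63e-20) and the estimated one did not (adjusted p = 0.239). The estimated version is limited by the residual degrees of freedom, which the block reduces, here and for the lists below. Its loss of a call with the block is therefore not by itself a sign of a weaker change. The 12 ligands, receptors and transducers of the pathway, of which 11 were tested, were not called as a list (camera adjusted p = 0.466). Their mean lay above all controls in 3 of 3 mutants. In limma 4 had an unadjusted p under 0.05, Gas1, Boc, Cdon and Disp1, all higher. Of these the co-receptor Gas1 rose when adjusted over the list alone, from 15.5 ± 2.1 to 40.0 ± 5.6 TPM. The block made Gas1 a call over all genes (limma adjusted p = 0.0773).

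**Figure D2:**
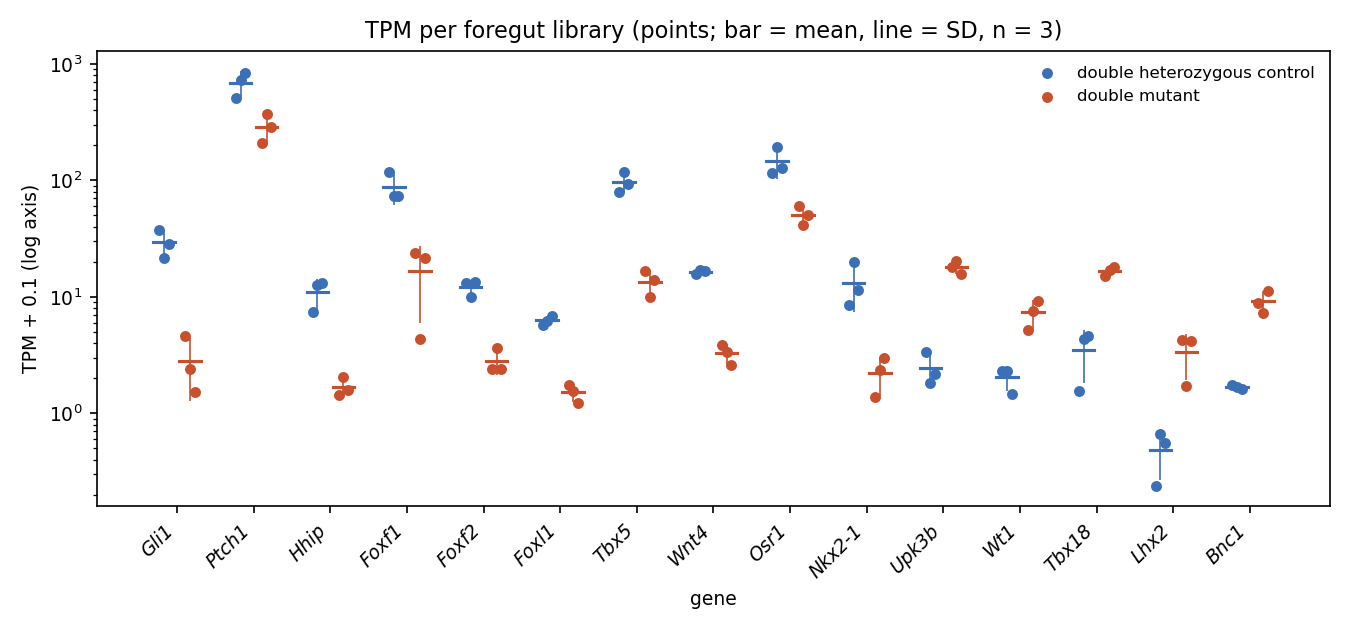
TPM + 0.1 on a log axis for 15 genes in each of the 3 control (blue) and 3 mutant (orange) libraries, with a bar at the mean and a line for the SD. Gli1, Tbx5 and Wnt4 lie lower and Upk3b higher in all 3 mutants, without overlap between the genotypes.

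Over all 14606 genes tested, 6 passed an adjusted p of at most 0.1 with a log2 fold change of at least 1 in size on the log2(TPM + 1) scale, 4 of them lower and 2 higher in mutants. Tbx5, a T-box factor of respiratory mesoderm and heart (chromosome 5, 119832668 to 119885219), fell from 97.4 ± 19.7 to 13.4 ± 3.5 TPM, a 7.26-fold lower mean (limma adjusted p = 0.027). The ligand Wnt4 (chromosome 4, 137277489 to 137299726) fell from 16.3 ± 0.7 to 3.18 ± 0.63 TPM (limma adjusted p = 0.064). Upk3b, a uroplakin of the mesothelium (chromosome 5, 136038496 to 136046487), rose from 2.36 ± 0.81 to 17.8 ± 2.3 TPM, a 7.56-fold higher mean (limma adjusted p = 0.053). The remaining calls were Gli1 and a pair of genes on chromosome 13. The histone gene Hist1h2ba (23933773 to 23934156) stood at 9.48 ± 0.54 TPM in controls and at 0.06 ± 0.10 TPM in mutants (limma adjusted p = 0.022), and it belongs to a family of near-identical copies, so its reads are uncertain. Mirlet7f-1 (48537829 to 48537917), a microRNA precursor of 89 bases inside an exon of the long noncoding RNA 6720427I07Rik, was listed at 0 in all controls and at 6.85, 8.57 and 8.41 TPM in mutants 1, 2 and 3 (limma adjusted p = 0.022), so no fold is given. An unadjusted p under 0.05 was reached by 597 genes, against 730 that chance alone gives, or by 1430 with the replicate number as a block. Of the 597, 148 were lower and 449 higher in mutants, unlike the balance of the calls. The groups did not overlap for 8.36% of genes (246 lower and 975 higher), against 10% by chance if all 6 libraries were exchangeable. Same-numbered libraries were correlated, so 10% is not the share to expect for paired samples, which was not computed.

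With the replicate number as a block, limma called 30 genes, 16 lower and 14 higher, and these held all 6 of the calls above. The block treats same-numbered libraries as pairs, which the labels do not state. Among the lower genes were the long noncoding RNA Fendrr next to Foxf1 (48.9 ± 12.2 and 5.40 ± 2.88 TPM), the growth factor Gdnf (12.01 ± 2.20 and 1.08 ± 1.07 TPM), Hhip, Ptch1, the integrin Itga8 (21.5 ± 3.0 and 7.0 ± 1.25 TPM) and the lung and thyroid endoderm factor Nkx2-1 (13.2 ± 5.9 and 2.13 ± 0.81 TPM). Among the higher genes were the T-box factor Tbx18 (3.40 ± 1.69 and 16.6 ± 1.6 TPM), the mesothelial gene Bnc1 (1.58 ± 0.08 and 9.09 ± 2.01 TPM), the BMP antagonist Grem1 (8.80 ± 5.37 and 35.9 ± 18.5 TPM) and the vascular ligand Angpt1 (9.78 ± 2.47 and 34.5 ± 3.6 TPM). Itga8, Angpt1, Hhip, Tbx18, Bnc1, Gas1, Foxf1, Foxf2 and Gli3 also share exonic bases with annotated genes on the opposite strand. Without the block, limma called no gene once control 2 or control 3 was left out, where 445 and 561 genes had an unadjusted p under 0.05. Without control 1, mutant 1, mutant 2 or mutant 3 it called 4, 7, 4 and 5 genes, of which 4, 5, 2 and 1 were among the 6. It also called none without both libraries numbered 1, where 626 genes had an unadjusted p under 0.05.

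The next comparison asked which mesoderm identities were lower without Gli2 and Gli3. Markers of the gut tube splanchnic mesoderm, the mesenchyme around the respiratory tract, esophagus, stomach and duodenum, had a median log2 fold change of -0.85 over 18 tested genes and fell as a list (camera adjusted p = 4.87e-24, or 0.0099 with an estimated correlation). Over all genes 2 of the 18 were called, Tbx5 and Wnt4, and 5 passed when adjusted over the list alone, all lower. These included Osr1 (145 ± 42 and 50.7 ± 9.8 TPM) and Barx1 (56.7 ± 29.2 and 12.8 ± 11.4 TPM), a factor of the stomach mesenchyme. Per the study, Osr1 marks the epithelium as well as the mesenchyme of the future lung, esophagus and stomach. Each library holds endoderm along with mesoderm, so the layer in which such a marker fell is not shown. Barx1 stood at 77.55, 69.16 and 23.36 TPM in controls 1, 2 and 3 and at 14.47, 0.61 and 23.26 TPM in mutants 1, 2 and 3. Mutant 3 was thus at the level of control 3, and over all genes Barx1 had a limma adjusted p = 0.999. With the replicate block 6 passed, and the list had an adjusted p = 0.222 with an estimated correlation. Within this set the esophageal and gastric list of 9 genes had a median of -1.48 (camera adjusted p = 6.50e-15, or 0.012 with an estimated correlation), with 5 lower when adjusted over the list alone. A pseudocount of 5 took that median to -0.57 with the call kept (adjusted p = 1.10e-14). The respiratory list of 8 genes had a median of -0.85 (camera adjusted p = 1.50e-12, or 0.0137 with an estimated correlation), with Tbx5 alone lower when adjusted over the list alone, or Tbx5 and Nkx6-1 with the replicate block. Nkx6-1, also in the esophageal and gastric list, was at 3.96, 5.36 and 3.61 TPM in controls 1, 2 and 3. It was at 0, 4.90 and 0 TPM in mutants 1, 2 and 3, so mutant 2 lay within the control range. The respiratory median was -0.39 without mutant 2, where the call held (adjusted p = 1.47e-11). Bmp4 (146 ± 33 and 73.8 ± 24.7 TPM) missed only the fold limit, with a log2 fold change of -0.999 (limma adjusted p = 0.035 over the respiratory list alone). Fgf10 (8.25 ± 1.38 and 7.73 ± 2.24 TPM) did not pass either limit (log2 fold change -0.11, limma adjusted p = 0.71 over that list). Tbx4 was below the filter, at 1.33 ± 1.20 TPM in controls and 0.22 ± 0.28 TPM in mutants. Of 5 factors that the study's own text names as lower on these samples, 4 were tested and all 4 were lower when adjusted over the list alone, which is not independent evidence. Tbx5 and Osr1 among them also belong to the gut tube list, and Foxf1 and Foxf2 to the HH response list. Those list results are therefore not fully independent of the study's choice.

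Markers of the septum transversum mesenchyme and mesothelium, which invest the liver bud, had a higher list mean in every mutant than in any control. The median log2 fold change was 1.47 over 11 tested genes, and the list rose (camera adjusted p = 2.50e-11, or 0.0137 with an estimated correlation). The median was 0.81 with a pseudocount of 5 and 0.96 with no filter, and the call held in both. Upk3b was called over all genes and 7 members passed when adjusted over the list alone, namely Upk3b, Bnc1, Tbx18, Lrrn4, Wt1, Lhx2 and Krt19. Wt1, a zinc finger factor of the mesothelium, stood at 1.94 ± 0.49 and 7.27 ± 2.03 TPM, and the LIM factor Lhx2 stood at 0.387 ± 0.219 and 3.29 ± 1.45 TPM. Not every marker moved this way. Aldh1a2 stood at 189 ± 42 and 188 ± 61 TPM. Podxl was lower (112 ± 9 and 75.9 ± 1.9 TPM, limma adjusted p = 0.019 over the list alone), with a log2 fold change of -0.56 short of the limit. The study also names Alcam, Gata4 and Wnt2 for septum transversum mesenchyme. Alcam is in this list and rose by 0.76 without passing. Gata4 and Wnt2 were scored in the respiratory and gut tube lists instead, at -0.61 and -0.70. The list thus does not tell septum transversum mesenchyme from mesothelium. With the replicate block 3 members were called over all genes, Upk3b, Bnc1 and Tbx18, and the list had an adjusted p = 0.244 with an estimated correlation. Tbx18, Lhx2 and Wt1 are the factors that the study's text names as higher on these samples, so their 3 of 3 calls adjusted over the list alone are not independent evidence. The same 3 genes are among the 7 members that passed above, so the septum transversum result rests in part on them.

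Markers of pharyngeal mesoderm, the mesenchyme anterior to the gut tube, also rose as a list (median 1.17 over 10 genes, camera adjusted p = 2.87e-05), but not with an estimated correlation (adjusted p = 0.146). None was called by limma over all genes, although 7 had an unadjusted p under 0.05. Adjusted over the list alone, 5 were higher and 1 was lower. Tbx1 stood at 5.61 ± 4.64 and 22.0 ± 2.5 TPM and Prrx1 at 12.4 ± 6.7 and 40.4 ± 7.7 TPM, whereas Msc, which is shared with the esophageal list, was at 4.26 ± 2.09 and 0.40 ± 0.53 TPM. Lhx2, among those higher, and Tcf21 are shared with the septum transversum list.

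**Figure D3:**
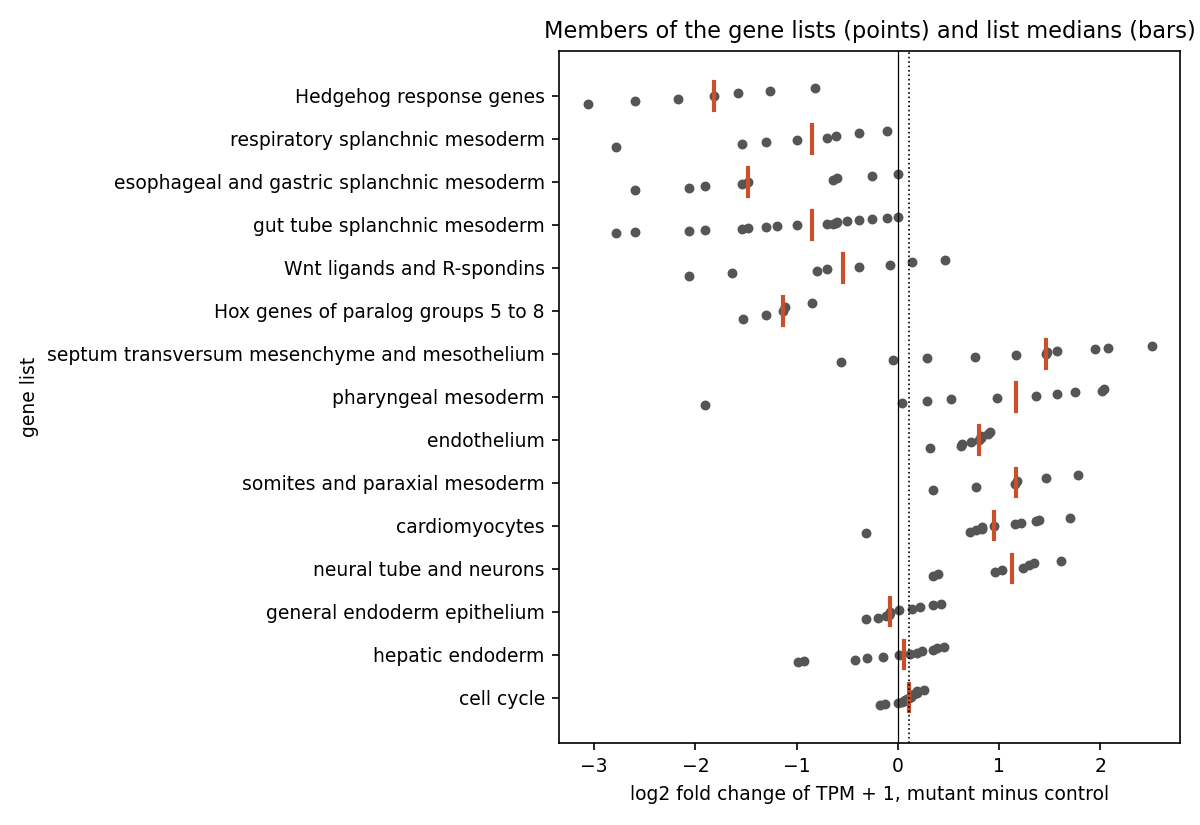
Log2 fold change of TPM + 1 (mutant minus control) of each tested member (points) of 15 gene lists, with the list median as a bar, a solid line at 0 and a dotted line at the median of all genes (0.11). The HH response and gut tube lists lie to the left and the septum transversum and pharyngeal lists to the right. The medians of the general endoderm, hepatic endoderm and cell cycle lists lie close to the dotted line.

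Markers of some other cell types, within or next to the dissected foregut, moved with these lists. Endothelial genes rose (median 0.80 over 9 genes, camera adjusted p = 2.06e-06), with an adjusted p = 0.093 with an estimated correlation, and all 3 mutants lay above all 3 controls. Somite genes rose (median 1.17 over 6 genes, camera adjusted p = 1.57e-05), with an adjusted p = 0.154 with an estimated correlation, and Meox1 stood at 14.4 ± 8.2 and 48.6 ± 14.3 TPM. Cardiomyocyte genes (median 0.95 over 11 genes, camera adjusted p = 0.024, or 0.597 with an estimated correlation) were above all controls in 2 of 3 mutants, and their call ended without any one of control 2, control 3, mutant 1 and mutant 2 (adjusted p = 0.081, 0.626, 0.849 and 0.162). Their median was 1.47 without control 1, 0.57 without control 3, 0.40 without mutant 1 and 1.99 without mutant 3. The block made 4 cardiomyocyte genes pass as higher in limma when adjusted over the list alone, against 0 without it, where 0 had an unadjusted p under 0.05. Neural tube genes (median 1.13 over 8 genes, camera adjusted p = 0.0053, or 0.422 with an estimated correlation) rested on mutant 2, without which the direction turned (median 0.09, adjusted p = 0.982).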

Values the study reported

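For this comparison, with 3 embryos of each genotype, the study reported 156 transcripts regulated by HH and Gli. Of these, 80 were lower and 76 were higher in the mutants.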

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

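The rescaling without accession-named features, the fit without both libraries numbered 1 and the removal of a length trend were chosen after seeing the data. The HH response, gut tube, septum transversum and pharyngeal lists kept their direction and call under all 20 alternatives run for lists, with medians from -2.17 to -1.25, -1.13 to -0.57, 0.81 to 1.62 and 0.71 to 1.43, and Gli2 and Gli3 stayed uncalled in 22 of 22. An adjusted p of at most 0.05 for genes and robust shrinkage do not apply to lists. Of 741 values of named genes under alternatives, Gli2 and Gli3 included, 579 kept their side of the threshold, 40 lost a call, 122 gained one and 0 reversed. Most of these genes were named because they were called, with or without the block, and their groups did not overlap. Reversals were thus unlikely from the start, and genes named through the block gained a call with it by choice. Of 789 values of the other lists, 676 kept theirs, 48 lost a call, 15 gained one and 50 reversed. Medians of lists of low genes move with the pseudocount. With 5 in place of 1 the median went to -0.56 for respiratory mesoderm, 0.71 for pharyngeal mesoderm and 0.62 for somites with the calls held, and neural tube went to 2.23 with 0.1 and 0.50 with 5. Depth is unknown, so what it limits cannot be given.

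Genes called lower and higher, 4 and 2 as reported, numbered 2 and 1 with no filter, 1 and 0 at a mean of at least 5 TPM (369 with an unadjusted p under 0.05) and 2 and 1 at an adjusted p of at most 0.05. They numbered 7 and 2 with median-of-ratios scaling, 9 and 2 with quantile normalization and 13 and 3 when rescaled without accession-named features, so the share of lower calls went from 66.7% to 77.8%, 81.8% and 81.2%. They numbered 14 and 13 with somite number (908 genes at an unadjusted p under 0.05), 27 and 28 with 1 factor of unwanted variation (1267 genes), 16 and 10 with array weights, and 18 and 2 with the length trend removed (90% lower). Leaving out 1 library gave 0 to 6 lower and 0 to 2 higher. Without both libraries numbered 1, limma called 0 and 0, with 626 genes at an unadjusted p under 0.05. Fewer genes or libraries enter the filtered and left-out fits, and otherwise the cause was not tested.

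Counts with the replicate block were 16 and 14, and 36 and 20 with the length trend removed as well. The block ended the preset call of the BMP response list (adjusted p = 0.0619) and the calls of all 8 lists with an estimated correlation, and it changed no other list call. Fewer residual degrees of freedom remain with the block and limit the test with an estimated correlation, so those 8 losses cannot tell lower power from a weaker change. The 30 genes called with it include all 6 called without it.

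Other lists called numbered 20, and 13 at a mean of at least 5 TPM, where fewer genes were tested. Leaving out 1 library gave 13 to 21.

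The lists whose direction in camera reversed were not called as reported, except neural tube, and the cause was not tested. Median log2 fold changes under those alternatives follow. At a mean of at least 5 TPM they were -0.12 for BMP ligands and antagonists, 0.31 for liver-bud fibroblast and 0.11 for cell cycle, and with no filter 0.13 for BMP ligands and antagonists. With median-of-ratios scaling they were -0.028 for cell cycle and 0.075 for sex-linked genes. With quantile normalization they were -0.069 for liver-bud fibroblast, 0.0011 for cell cycle and 0.069 for sex-linked genes. For liver-bud fibroblast the median was 0.13 with somite number and 0.14 with array weights. With the replicate block it was 0.093 for HH ligands, receptors and transducers, 0.20 for FGF ligands and 0.13 for sex-linked genes, and with 1 factor of unwanted variation 0.20 for FGF ligands. Rescaled, it was 0.23 for BMP ligands and antagonists, -0.036 for cell cycle and 0.11 for sex-linked genes. Without both libraries numbered 1 it was 0.035 for general endoderm, 0.20 for primitive red cells and -0.068 for neural crest. With the length trend removed, with or without the replicate block, it was -0.091 for liver-bud fibroblast, -0.031 for cell cycle and 0.038 for sex-linked genes.

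Leaving out 1 library at a time reversed the camera direction of 11 lists in at least 1 case. Over the 6 cases the median ran from -0.13 to 0.27 for BMP ligands and antagonists, from -0.17 to 0.51 for FGF ligands and from 0.052 to 0.28 for retinoic acid synthesis. It ran from -0.20 to 0.21 for liver-bud fibroblast, from -0.99 to 0.59 for hepatic endoderm, from -0.25 to 0.28 for general endoderm and from -0.10 to 1.20 for primitive red cells. It ran from 0.080 to 0.16 for cell cycle, from 0.12 to 0.26 for p53 response and from -1.18 to 1.47 for sex-linked genes. For neural tube it ran from 0.086, without mutant 2, to 1.60.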

Other observations

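Of the tests below, those of fewer splanchnic mesoderm cells and of a single dissection for the somite and neural tube lists were chosen after the result was seen. Wnt ligands and R-spondins fell as a list (median log2 fold change -0.54 over 8 genes, camera adjusted p = 3.81e-08, or 0.0215 with an estimated correlation), and 2 passed when adjusted over the list alone, Wnt4 and the R-spondin Rspo2 (5.56 ± 2.17 and 1.10 ± 0.67 TPM in controls and mutants, mean ± SD, n = 3). The median was -0.35 without control 3 or mutant 2 and -0.068 with no filter, and the call held in each. The members Wnt2, Wnt2b and Wnt4 are also in the gut tube list, so these list results overlap. Canonical Wnt response genes fell too (median -0.32 over 10 genes, camera adjusted p = 0.000405, with an adjusted p = 0.079 with an estimated correlation), and the receptor Lgr5 was the only 1 lower when adjusted over the list alone (9.51 ± 3.25 and 2.35 ± 0.63 TPM). Their median was -0.19 without control 1 and -0.21 without control 2, where the call held. Hox genes of paralog groups 5 to 8, which mark more posterior levels, fell as a list (median -1.14 over 5 genes, camera adjusted p = 3.90e-07, with an adjusted p = 0.155 with an estimated correlation), with 0 passing in limma when adjusted over the list alone (1 had an unadjusted p under 0.05), or 2 with the replicate block. Only 2 of 3 mutants had a list mean below all controls, and Hoxb7 was at 13.6 TPM in control 1 against 0.67 and 0.35 TPM in controls 2 and 3. The median was -0.84 without control 1 and -0.62 without mutant 2, and the call held without either (adjusted p = 0.00149 and 0.000251). Groups 1 to 4 were not called (camera adjusted p = 0.289), and the difference between the lists was not tested. FGF response genes rose (median 0.34 over 9 genes, camera adjusted p = 0.000343, with an adjusted p = 0.301 with an estimated correlation), with the feedback inhibitors Dusp6 (9.98 ± 2.92 and 22.3 ± 6.6 TPM) and Spry1 (6.58 ± 3.07 and 16.5 ± 8.1 TPM) higher when adjusted over the list alone. The FGF call ended without control 1 (median 0.22, adjusted p = 0.0658), and the median was 0.66 without control 3 and 0.61 without mutant 1.

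General mesenchyme genes rose (median 0.51 over 10 genes, camera adjusted p = 0.00267, with an adjusted p = 0.160 with an estimated correlation), with Twist1, Pdgfrb and Col1a1 higher when adjusted over the list alone, although the receptor Pdgfra was at 77.1 ± 4.1 and 49.9 ± 7.2 TPM. Smooth muscle genes (median 0.69, camera adjusted p = 0.0171, with an adjusted p = 0.345 with an estimated correlation) and hypoxia response genes (median 0.37, camera adjusted p = 0.0306, with an adjusted p = 0.411 with an estimated correlation) also rose, but in mutant 3 the smooth muscle mean lay below all 3 controls. The mesenchyme call ended without control 1 (adjusted p = 0.0796). The smooth muscle call ended without control 1, control 3, mutant 1 or mutant 2 (adjusted p = 0.113, 0.0928, 0.118 and 0.147), with a median from 0.41 without mutant 1 to 1.24 without mutant 3, and the hypoxia call without control 2, control 3 or mutant 1 (adjusted p = 0.140, 0.0991 and 0.388), with a median of 0.20 without mutant 1. Smooth muscle lost its call in 5 of 20 alternatives and hypoxia in 7 of 20. The other lists that camera called lower were pancreatic endoderm (median -0.50, camera adjusted p = 0.00295), duodenal endoderm (-0.64, 0.00267), extraembryonic endoderm (-0.75, 0.00572), sinus venosus (-0.28, 0.0239) and BMP response genes (-0.045, 0.0177, or 0.0619 with the replicate block). Their adjusted p with an estimated correlation was 0.154, 0.296, 0.147, 0.242 and 0.203. In each, 1 of 3 mutants lay below all controls. The calls ended without control 2 for pancreatic endoderm (adjusted p = 0.0783) and without mutant 2 for duodenal endoderm (median -0.42, adjusted p = 0.0576), and without control 3 their medians were -0.82 and -1.02. Extraembryonic endoderm lost its call in 7 of 19 alternatives, among them without control 1, where its median was -0.0038, and without control 2 or mutant 2 (adjusted p = 0.157, 0.1005 and 0.111), with a median of -0.049 without mutant 2. Sinus venosus lost it in 11 of 20, among them without control 1, control 2 or mutant 3 (adjusted p = 0.0622, 0.606 and 0.194), with a median of -0.17 without control 2 and 0.069 without mutant 3. BMP response genes lost it in 9 of 20, among them without control 1, control 2 or mutant 3 (adjusted p = 0.188, 0.109 and 0.246), with a median from -0.15 without mutant 2 to 0.096 without mutant 3. In the sinus venosus list Tbx5 was lower and Tbx18 higher when adjusted over the list alone. BMP ligands and antagonists were not called (camera adjusted p = 0.514), although 4 passed when adjusted over the list alone, 3 of them higher (Grem1, Fst and Gdf6) and 1 lower. As reported, camera called no change in hepatic, general, respiratory, esophageal and gastric or pharyngeal endoderm (adjusted p = 0.235, 0.595, 0.297, 0.229 and 0.289), although Nkx2-1 was lower when adjusted over the respiratory list alone. Nor did it for cell cycle, p53, Notch or retinoic acid response, retinoic acid synthesis and FGF ligands (adjusted p = 0.895, 0.66, 0.141, 0.0804, 0.871 and 0.777), or for liver-bud fibroblast, red cells, neural crest, notochord, stress and sex-linked genes (adjusted p = 0.871, 0.393, 0.0621, 0.309, 0.0972 and 0.583). Some of these lists gained a call under an alternative. Hepatic endoderm was called lower without control 3 or mutant 3 (median -0.47 and -0.99, adjusted p = 0.000115 and 1.64e-05), and red cells higher without control 3 (median 1.20, adjusted p = 1.85e-05). Neural crest was called higher without control 2, control 3 or mutant 2 (adjusted p = 0.0247, 0.0346 and 0.00144) and with median-of-ratios scaling (adjusted p = 0.0467). Pharyngeal endoderm was called higher without mutant 3 (adjusted p = 0.0396) or at a mean of at least 5 TPM (adjusted p = 0.0399). Notch response was called higher without control 2 or mutant 1 (adjusted p = 0.033 and 0.0475) or with somite number (adjusted p = 0.0368), stress genes without mutant 2 or mutant 3 (adjusted p = 0.0273 and 0.049) and retinoic acid response with no filter (adjusted p = 0.026). With the replicate block, more members passed when adjusted over the list alone, namely Pax1 and Pax9 (pharyngeal endoderm), Fgf12 (FGF ligands), Adm (hypoxia) and T (notochord) as higher and Hand1 (liver-bud fibroblast) as lower. Over all genes it also called Grem1, Nkx2-1 and Tbx18. Camera's direction was down, against a median above 0, for retinoic acid synthesis, liver-bud fibroblast, respiratory endoderm, hepatic endoderm and sex-linked genes, and the mean had the other sign from camera for BMP ligands and antagonists, general endoderm, retinoic acid synthesis and sex-linked genes.

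At an adjusted p of at most 0.1, the limit taken from the methods, the genes called lower numbered 4. That is lower than the value quoted from the study above. The genes called higher numbered 2. That is lower than the value quoted from the study above. The total was 6, and 30 with the replicate block. Both are lower than the value quoted from the study above. The study's methods name RUVSeq, while the counts here come from limma on log2(TPM + 1), so the numbers are not like for like. With 1 factor of unwanted variation limma called 27 lower and 28 higher. In simulated data the test recovered 17.9% of genes changed by 1 on the log2 scale. A stricter limit is stated elsewhere for the same genes, so the limit behind the quoted values is not settled. At an adjusted p of at most 0.05 the counts here were 2 lower and 1 higher.

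With 10 splits of the 6 libraries into 3 and 3, no share under 0.05 can be had. The real split called 4 genes lower and 2 higher, and at most 2 on a side were called in the other splits, with 1 of the 10 reaching the real number lower and 3 the real number higher. In camera the −log10 p of the real split and the highest other were 29.3 and 5.17 for HH response genes, 24.7 and 8.41 for the gut tube list, 11.5 and 4.77 for the septum transversum list and 5.11 and 1.93 for the pharyngeal list. So splits that mix the genotypes also reach small p-values with the preset correlation. With the replicate block, the real split called 30 genes and the highest of the other 3 that part every pair called 6, again too few splits for a share under 0.05. Each of the other 3 puts libraries of both genotypes on each side.

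Hist1h2ba was near 10 TPM in every control and at most 0.18 TPM in every mutant. The other 58 tested histone genes had a median log2 fold change of 0.31 (95% interval 0.029 to 0.589, 20 of them lower), which argues against a lower yield of histone transcripts as a class, although its neighbours Hist1h2bn and Hist1h4n had log2 fold changes of -2.31 and -2.13 and were not called. A strain haplotype carried along with the mutated alleles may contribute, since an unadjusted p of at most 0.01 was more frequent within 20 Mb of Gli2 or Gli3 than elsewhere (9 of 269 against 150 of 12752 genes, odds ratio 2.91, 95% interval 1.29 to 5.75, Fisher's exact test, two-sided, p = 0.00578). All 9 lay near Gli3 on chromosome 13, with Hist1h2ba 8.20 Mb away, and without histone and HH response genes 5 of 220 remained (odds ratio 2.02, 95% interval 0.639 to 4.89, exact p = 0.112). Genes that lie together are not independent, and an effect of the mutations themselves stays open, as untested.

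The endothelium, somite, cardiac and neural tube lists were called higher with the preset correlation and not with an estimated one, while red cells and neural crest were called higher only under some alternatives, and notochord was not called. Fewer splanchnic mesoderm cells would raise all other types alike. The general endoderm median lay 0.88 below that of endothelium (difference -0.877, 95% bootstrap interval -0.946 to -0.490). The interval resamples list members, so it does not measure the spread between embryos. In mutants 1 and 2 the endoderm mean was lower and the endothelium mean higher than in the same-numbered control. In mutant 3 both means of log2(TPM + 1) were higher than in control 3 (5.42 against 4.97 for endoderm, 3.54 against 3.22 for endothelium). Fewer splanchnic mesoderm cells thus stays undecided. Tissue carried in by a single mutant dissection is argued against for endothelium and somites, where 3 of 3 mutants lay above all controls. For the cardiac list 2 of 3 did, so it cannot be told apart from a change with genotype, whereas the neural tube rise may come from 1 dissection, since its mean log2(TPM + 1) was 0.95, 3.12 and 0.62 in mutants 1, 2 and 3 against 0.43 to 0.68 in controls and its call ended without mutant 2 alone (adjusted p = 0.982). More cells of these types, or a different dissection border in all mutants, stays open, as untested.

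The libraries numbered 1 lay apart on the first principal component, with a gap to the nearest of the other 4 of 0.716 times the range of all scores. Its loadings followed exon length across genes (Spearman's rho 0.412, 95% interval 0.396 to 0.427, genes not being independent replicates), so a length bias between libraries may contribute. The gap was 0.726 with the length trend removed and 0.788 without accession-named features. It did not shrink in either case, so neither is the whole cause. A comparison of the accession-named shares was set aside, since control 1 and mutant 2 both had 34.6%. Both embryos had 19 somites, the fewest of the 6, so stage stays open, as untested. Stage was not the only difference, since the feature Rn45s took 1.25% and 2.40% of the TPM in control 1 and mutant 1. It took 0.52% to 0.79% in the other libraries.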
